A study of Mus musculus with 66 samples. Its data were reported in "Adolescent binge ethanol impacts H3K9me3-occupancy at synaptic genes and the regulation of oligodendrocyte development" (2024).

How the data were processed

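PFC tissue of adolescent DBA/2J mice treated with water or 4 g/kg ethanol was used for ChIP-seq of H3K9me3 and H3K36me3, with an input library from the same sonicated chromatin. Sample titles gave the sex, treatment, mark and replicate number, and these titles alone defined the groups: 6 ethanol and 5 water pools per sex, each of 3 mice. For H3K9me3, the authors trimmed adapters and low-quality bases with CutAdapt, aligned single-end reads to GRCm38 with Bowtie2, discarded blacklisted and multiply mapped reads, and called islands with SICER in each library against its input (window 200 bp, gap 400 bp). The deposited H3K36me3 lists had the same layout with a gap of 600 bp, and the aligner and build for H3K36me3 are not given in the sources used here. Coordinates of both marks fitted the chromosome lengths of GRCm38, and the GENCODE vM21 annotation of that build was used for protein-coding genes.

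Of the 66 samples, the 44 precipitated libraries had island lists and the input libraries entered only through these lists. The authors combined the DNA of 8 technical replicates of each precipitation before the library was made, and did not pool the replicate pools of a group. The deposited read counts per island were whole numbers of ChIP reads and input reads that had not been normalized. The authors' p-values and q-values per island compare ChIP reads with scaled input reads, the q-values being adjusted over the islands of a list. The authors' fold values are the ratio of ChIP to input reads divided by one constant per library. The lists were not filtered on the q-value, which reached 1, and 7.43 to 85.0% of the islands of a library had a q-value over 0.05. Reads outside listed islands were not analysed here, which leaves the depth of a library known only inside its islands. Inside islands with an FDR of at most 0.01, the ChIP reads ranged from 1.94 to 13.05 M for H3K9me3 and from 0.347 to 2.16 M for H3K36me3. The input counts of islands that had identical boundaries in both marks were equal in each of the 22 pools, so both marks of a pool shared one input library. Intervals on shares are 95% Wilson intervals and cover counting error alone.

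For each mark, regions were genome positions covered by islands (FDR at most 0.01) of at least 11 of the 22 libraries, and at least 200 bp long. The count of a region was the sum of ChIP reads of the islands overlapping it, each apportioned by the overlapped share of its length, and rounded. A region was tested in a sex where all 11 libraries had an island. Where fewer than 1000 regions met this, which was the case for H3K36me3, an island was required in at least 8 libraries and a missing island counted as 0. Interaction and sex were tested in regions with an island in all 22 libraries. Testing regions that need an island in each library leaves out regions gained or lost outright, which were compared by the presence of islands instead. Counts were filtered with filterByExpr, scaled by trimmed mean of M-values (TMM) factors and tested with edgeR 4.0.16 (quasi-likelihood test, treatment as the only term in each sex) in R 4.3.3, with Benjamini-Hochberg adjustment. The unadjusted threshold of 0.05 followed the study, which used DiffBind with DESeq2, and DESeq2 1.42.0 was an alternative here. The tests were tried on simulated data drawn from the region means, dispersions and library sizes, with 200 changed regions and known fold changes. Regions were drawn independently, and islands were not called again on the simulated counts.

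Library levels (islands, Mb covered, reads, and reads per kb of island) and list means were compared with two-sided exact permutation tests over all splits of 6 and 5 libraries, and differences of effects between sexes with permutation tests of 100000 resamples. Presence of islands was compared in merged islands found in at least 2 libraries of the mark, where an island was present in at least 3 libraries of the sex and absent from at least 3. Genes were assigned by the nearest TSS. Gene families were tested with one-sided Fisher's exact tests against the genes nearest any tested region, and with 10000 draws of matched genes. List values were island reads over the gene body per M island reads (RPM), in log2 with a pseudocount of 1. For each comparison of many regions, 100 random splits of the libraries were drawn. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and limma 3.58.1.

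Groups, tests, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were those at the 3 regions of smallest p-value among those at the unadjusted threshold for each mark and sex, the 2 of smallest p-value for the sex comparison and the interaction of each mark, and the members of both gene lists. No H3K36me3 region was at the threshold within a sex, so none is named there. A female H3K9me3 region that met this rule and single results of some members of both lists are not reported here. Grm7 was named after its values were seen, as a member of a small count. Alternatives were DESeq2, RLE factors, no TMM factors, cyclic loess, no count filter, an island FDR of 1e-05, all listed islands, merged islands found in at least 2 libraries, whole island counts without apportioning, reads over input reads (limma, pseudocount of 1 read), reads per covered kb, a pseudocount of 0.1, presence defined by 50% of a region, gene assignment by gene body, matched backgrounds, the replicate number as a block, and leaving out each library in turn. Centring of the input-normalised values, all listed islands for tests over both sexes or both marks, and a choice of regions without female water replicate 2 were added after the data were seen, as were the comparison of where H3K36me3 islands lie (share of island length inside H3K9me3 islands of the pool or in gene bodies, adjusted over 4 tests) with its alternatives, and the shares of one-sided presence over random splits.

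Gene ontology analysis was not run, since no ontology annotation was used here, and the study's RNA and qPCR measurements were not analysed here. Calls at a region follow the length of the islands called in it, because only reads inside islands are counted, and this can carry differences of island boundaries into the counts. Sequencing lanes and dates are not given in the sources used here, so no batch could be examined.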

Results

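The series holds chromatin immunoprecipitation sequencing (ChIP-seq) of the prefrontal cortex (PFC) of adolescent DBA/2J mice, an inbred strain, given either water or binge ethanol by gavage. Ethanol was given at 4 g/kg as a 25% w/v solution, on intermittent days from postnatal day (PND) 29 to PND 42, and tissue was taken 24 h after the last dose. Each sample pooled the PFC of 3 mice of the same sex and treatment. There were 22 pools: 6 ethanol and 5 water pools of each sex. From each pool, 2 marks were precipitated. H3K9me3 (tri-methylation of lysine 9 of histone H3) marks heterochromatin, and H3K36me3 (tri-methylation of lysine 36) marks the bodies of transcribed genes. The remaining library of each pool, the input, was sonicated chromatin without precipitation, which makes 66 samples in all. The comparison of interest was whether ethanol changed the occupancy of each mark, in males and in females.

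Every H3K9me3 and H3K36me3 library came as a list of SICER islands, which are runs of 200 bp windows. The authors compared the ChIP reads of each island with the input, and the lists also held islands that were not enriched by that comparison. At an island false discovery rate (FDR) of 0.01, the H3K9me3 libraries had from 12804 to 62374 islands, which covered 45.6 to 202 Mb of the genome and held 1.94 to 13.05 M ChIP reads. H3K36me3 libraries were smaller, with 2248 to 28294 islands over 7.80 to 68.6 Mb that held 0.347 to 2.16 M reads. The enrichment of the islands was modest, with a median fold over input per library of 1.5 to 1.77 for H3K9me3 and 1.44 to 2.10 for H3K36me3. Of the H3K9me3 island length, 13.6 to 16% lay in protein-coding gene bodies, against 38.3% of the genome. For H3K36me3 the share ranged from 19.5 to 64.4%, and 11 of the 22 libraries held less gene-body sequence than the genome average. These were 5 of 6 male ethanol, 0 of 5 male water, 3 of 6 female ethanol and 3 of 5 female water libraries. Libraries of a mark were compared in all 231 pairs, and the closest pair had a chi-square of 2.59 per degree of freedom for H3K9me3 and 2.70 for H3K36me3 over shared regions, where sampling noise alone gives about 1. Input counts of H3K9me3 islands with identical boundaries in a pair of pools were equal in 1.57 to 4.56% of such islands. No precipitated or input library therefore appeared to be deposited more than once.

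The number of islands and the genome length they covered were first compared between treatments. In males, the number of H3K9me3 islands was 43571 ± 9707 (SD, n = 6) with ethanol and 39349 ± 5267 (n = 5) with water (two-sided exact permutation test, p = 0.498). Females had 48499 ± 2989 H3K9me3 islands with ethanol and 38145 ± 15974 with water (n = 6 and 5, exact p = 0.139). The wide spread of the female water group came from replicate 2, which had 12804 islands. Leaving out female water replicate 5 gave a larger difference of 14588 islands (exact p = 0.0286 without adjustment), whereas leaving out replicate 2 reduced it to 4019. The length covered by H3K9me3 islands was 148 ± 36.3 Mb with ethanol and 140 ± 14.5 Mb with water in males (n = 6 and 5, exact p = 0.667), and 158 ± 14.01 Mb against 130 ± 52.5 Mb in females (exact p = 0.268). H3K9me3 reads in islands were 6.79 ± 3.23 M against 5.98 ± 0.900 M in males, and 6.56 ± 0.453 M against 5.33 ± 2.31 M in females, so sums of reads followed the length called. Reads per kb of island, which is less tied to that length, were 44.4 ± 10.1 against 42.6 ± 3.16 in males (n = 6 and 5, exact p = 0.944) and 41.5 ± 1.23 against 40.9 ± 3.23 in females (exact p = 0.667). Without male ethanol replicate 4 the male difference in island number fell from 4222 to 461.4, and those in length, reads and reads per kb became negative, at -2.77 Mb, -0.432 M and -2.15 reads per kb. Without male water replicate 4 the difference in island number was 2528. Without female water replicate 2 the female differences fell from 28.1 to 6.92 Mb and from 1.23 to 0.378 M reads.

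H3K36me3 islands of female pools covered 37.1 ± 6.66 Mb with ethanol (range 25.0 to 42.7, n = 6) and 51.6 ± 7.31 Mb with water (range 43.3 to 61.3, n = 5). The groups did not overlap, which gave the smallest p-value the exact permutation test allows with these group sizes (p = 0.00433), and 0.0693 after Benjamini-Hochberg adjustment over the 16 comparisons of library levels. The difference did not hold over all listed islands, where it was -4.52 Mb (n = 6 and 5, exact p = 0.727). Female H3K36me3 reads in islands were 1.30 ± 0.336 M with ethanol and 1.73 ± 0.305 M with water (n = 6 and 5, exact p = 0.0563, adjusted p = 0.450). At a stricter island FDR of 1e-05 this difference was -0.327 M (exact p = 0.0216 without adjustment). In males, H3K36me3 islands covered 42.7 ± 20.5 Mb with ethanol and 32.5 ± 10.9 Mb with water (n = 6 and 5, exact p = 0.351). Male ethanol replicate 6 covered only 7.80 Mb, and without it the male difference rose from 10.2 to 17.2 Mb (n = 5 and 5, exact p = 0.0476 without adjustment). It fell to 5.02 Mb without male ethanol replicate 1 and to 6.59 Mb without male water replicate 4. None of the 16 comparisons passed the adjusted threshold of 0.05.

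**Figure D1:**
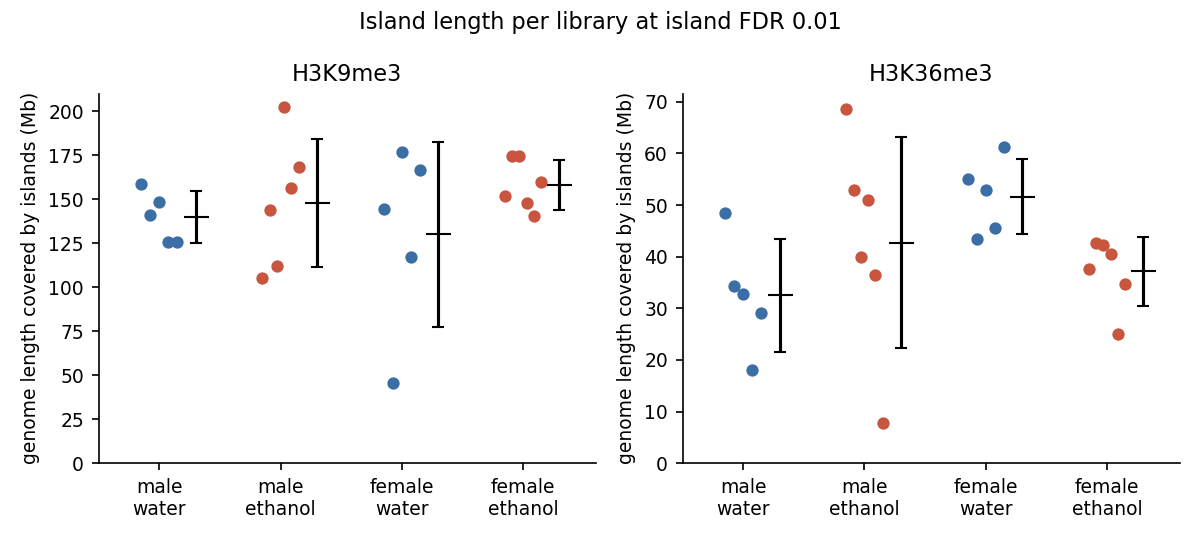
Genome length covered by islands at an island FDR of 0.01 (Mb, vertical axis) in each library of H3K9me3 (left) and H3K36me3 (right), by sex and treatment. Each point is a library and the bars give the mean and SD; the 6 female ethanol H3K36me3 libraries (25.0 to 42.7 Mb) all lie below the 5 female water libraries (43.3 to 61.3 Mb).

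Treatment effects on H3K9me3 were next tested within each sex. Regions were genome positions covered by islands of at least 11 of the 22 libraries, and a region was tested where all 11 libraries of the sex had an island. In male PFC, 281 of 11722 regions (2.397%) had an unadjusted p-value of 0.05 or lower by edgeR, and 159 of these (56.6%, 95% Wilson interval 50.7 to 62.3) were higher in ethanol. No male region passed an adjusted p-value of 0.05 in edgeR, nor by DESeq2, which put 283 regions at the unadjusted threshold. In female PFC, 199 of 6643 regions (3.00%) were at the unadjusted threshold, and 115 of these (57.8%, interval 50.8 to 64.4) were higher in ethanol. Again 0 regions passed after adjustment by edgeR or by DESeq2, which put 209 regions at the unadjusted threshold. The intervals cover counting error alone, and neighbouring regions are not independent. These counts were below the 5% that a test without any effect gives on average. These counts moved with the number of regions that could be tested. An island FDR of 1e-05 left 65 of 3272 male regions (1.99%) and 60 of 1849 female regions (3.245%) at the unadjusted threshold, and all listed islands gave 813 of 27957 (2.91%) and 1088 of 27241 (3.99%). As a share of the regions tested, division of the reads by input reads gave a higher value still, with 765 of 11725 male regions (6.52%) and 399 of 6723 female regions (5.93%). In each of these fits 0 regions passed after adjustment (edgeR, or limma for reads over input reads). The share of higher calls depended on the scaling: it was 49.0% in females without TMM factors, 90.8% in males and 94.5% in females when the reads were divided by input reads, and 52.2% and 47.3% when each library was also centred at its median.

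The same labels were set against random splits of the 11 libraries of each sex into groups of 6 and 5. Among 100 splits that included the real one, 92 had at least as many male H3K9me3 regions at the unadjusted threshold, with a median of 333.5. In females 34 of 100 splits had at least as many, with a median of 177. Neither count was outside the range of the splits, which ran from 264 to 742 in males and from 121 to 394 in females. Simulated data with 200 changed regions showed what the test could detect after adjustment where a change leaves every island in place. Regions were drawn independently and no island could be lost. With no change, 4.67% of male and 4.94% of female simulated regions were at the unadjusted threshold. The random splits had smaller shares, with medians of 333.5 of 11722 and 177 of 6643 regions. The simulation thus differs from the data, where recovery may be lower. A 1.5-fold change was recovered in 44.0% of the changed male regions and 41.0% of the changed female regions, and a 2-fold change in 93.5% and 92.0%. None of the smallest simulated changes was recovered (median estimated log2 fold change 0.31 in each sex), so changes of that size were not detectable at this depth and number of pools.

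**Figure D2:**
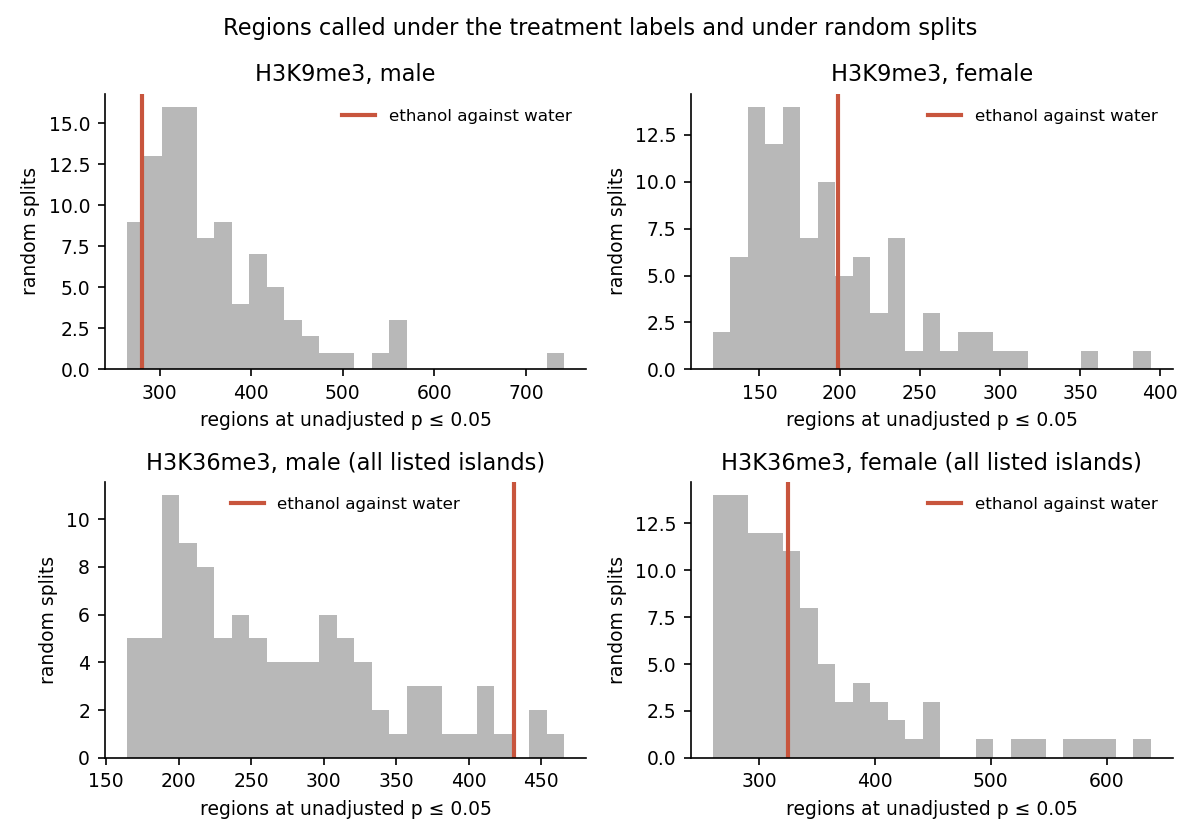
Number of regions at an unadjusted p-value of 0.05 or lower (horizontal axis) in 100 random splits of the 11 libraries of each sex (grey bars, number of splits on the vertical axis), with the count for ethanol against water as a red line. The upper panels show H3K9me3 (281 male and 199 female regions) and the lower panels H3K36me3 over all listed islands (431 male and 325 female regions).

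The 3 male H3K9me3 regions of smallest p-value were all higher in ethanol. An intronic region of Ccdc7b (ENSMUSG00000056018.14) on chromosome 8, from 129147601 to 129153400 in GRCm38, had 97.3 ± 7.75 counts per M of TMM-scaled reads in tested regions (CPM, n = 6) with ethanol and 68.8 ± 11 (n = 5) with water. Its log2 fold change was 0.50 (SE 0.11), with an adjusted p of 0.998 by edgeR's quasi-likelihood test. An intergenic region on chromosome X, from 35355801 to 35359800, lay 44383 bp from the start of Gm14819 (ENSMUSG00000073245.10) and had a log2 fold change of 0.63 (SE 0.14, edgeR adjusted p = 0.998). The other intergenic X region, from 92801801 to 92805200, had Mageb18 (ENSMUSG00000067649.3) as its nearest gene, 202229 bp away, and a log2 fold change of 0.42 (SE 0.10, edgeR adjusted p = 0.998). Input reads in these 3 regions differed in the same direction, with log2 fold changes of 0.41, 0.71 and 0.48. Input reads too were counted only inside the islands of each library, so a shorter island lowers both counts. These values therefore do not show that the input DNA differed. After division by input reads and centring, the log2 differences were 0.09, -0.10 and -0.06.

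In females, the region of smallest p-value was in Gm14819 on chromosome X, from 35405801 to 35411800, with 157 bp in exons and the rest in introns. It had 229 ± 4.65 CPM (n = 6) with ethanol and 272 ± 19.5 (n = 5) with water, a log2 fold change of -0.25 (SE 0.06, edgeR adjusted p = 0.996). An intergenic region on chromosome 17, from 39569401 to 39571600 and 33259 bp from Esp16 (ENSMUSG00000096345.1), had a log2 fold change of -0.75 (SE 0.18, edgeR adjusted p = 0.996). Input reads, again counted only inside islands, changed by -0.28 and -0.79 on the log2 scale in these regions. The input-normalised, centred differences were 0.02 and 0.12.

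Genes were assigned to the H3K9me3 regions by the nearest transcription start site (TSS). The 281 male regions were nearest to 254 genes and the 199 female regions to 179 genes, of which 31 genes were shared. Only 35 male regions (12.5%) and 30 female regions (15.1%) lay in a gene body, and the median distance to the TSS was 67.2 kb and 50.1 kb. Assigning only genes whose body overlapped a region left 34 male and 30 female genes. At the level of regions, 3929 could be tested in both sexes. Of these, 98 were at the unadjusted threshold in males, 130 in females and 10 in both, where independent calls would give 3.24, and 6 of the 10 had the same direction. As many shared regions arose in 8 of 100 pairs of random splits.

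Whether genes for potassium channels, glutamate receptors and ephrin receptors were over-represented among the nearest genes was asked because the study discussed these families. In males, 3 of the 254 genes encoded glutamate receptors (Grik2, Grin3a and Grm7), against 13 of the 3828 genes nearest any tested region. This is a ratio of 3.48 (one-sided Fisher's exact test, p = 0.0503, adjusted p = 0.302 over 6 tests). Random genes matched on their number of tested regions gave a ratio of 2.34 (adjusted p = 0.670). With DESeq2 the count was 4 genes, a ratio of 4.50 (adjusted p = 0.0562). No potassium channel or ephrin receptor gene was among the 254, and with DESeq2 there were 2 potassium channel genes, a ratio of 1.17. In females, none of the 179 genes belonged to these 3 families, which had 13, 9 and 4 genes nearest a tested region.

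The same test of H3K36me3 was limited by how few regions had an island in every library. Regions with an island in at least 8 of the 11 libraries were used, with a missing island counted as 0. None of 795 male and none of 1821 female regions was at the unadjusted threshold in edgeR or in DESeq2, and 0 passed after adjustment by either. Missing islands made the spread between replicates so wide that in simulated data not even a 4-fold change was recovered in males, and in females 1 of the 200 regions with a 4-fold change was. These counts of 0 therefore do not show whether the mark changed. Over all listed islands, without an island threshold, more regions had an island in all 11 libraries. In males, 431 of 7532 such regions were at the unadjusted threshold and 0 passed after adjustment in edgeR. As many were found in 4 of 100 random splits, with a median of 251.5. Of the 431 regions, 47.1% were higher in ethanol. In females, 325 of 9018 regions were at the unadjusted threshold, 0 passed after adjustment, and 49.2% were higher in ethanol. As many were found in 44 of 100 splits. For these regions a 2-fold change was recovered in 91.0% (male) and 93.5% (female) of simulated cases, in which no island could be lost.

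Whether the response to ethanol differed between sexes was tested as a treatment-by-sex interaction in the regions with an island in all 22 libraries. For H3K9me3, 107 of 3929 regions had an unadjusted p-value of 0.05 or lower and 0 passed after adjustment in edgeR. DESeq2 gave 121 at the unadjusted threshold and 0 after adjustment. Random splits gave at least as many in 71 of 100 cases. The smallest p-values were in an X region from 3060201 to 3067800, with Btbd35f23 (ENSMUSG00000100249.1) as its nearest gene (female minus male log2 fold change -0.77, SE 0.19, edgeR adjusted p = 0.996), and in a chromosome 7 region from 38593601 to 38599000, 65408 bp from Gm5591 (ENSMUSG00000060565.5; 0.60, SE 0.17, edgeR adjusted p = 0.996). With H3K36me3 islands past the threshold, only 45 regions could be tested. Of these, 1 was at the unadjusted threshold and 0 passed after adjustment, by edgeR and by DESeq2 alike. It spanned Gm21119 (ENSMUSG00000095294.2) on chromosome 8, from 20558201 to 20661000, with a female minus male log2 fold change of -0.26 (SE 0.11, edgeR adjusted p = 0.671). Next was an intergenic region on chromosome 7, from 59767601 to 59769600 and 235449 bp from the start of Snurf (ENSMUSG00000102627.1), at 0.51 (SE 0.26, edgeR adjusted p = 0.671).

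Sex itself, averaged over treatments, gave calls after adjustment. For H3K9me3, 367 of 3929 regions passed an adjusted p-value of 0.05 in edgeR, of which 345 were higher in females, and 344 of the 430 tested X regions were among them. The median log2 difference of X regions was 0.95, against -0.04 on the autosomes. DESeq2 put 392 regions past the threshold. The input reads of the same regions gave 366 regions, 337 of them on X, with a median X difference of 1.00. When the ChIP reads were divided by input reads, 0 regions passed after adjustment (limma; 230 at the unadjusted threshold) and the median X difference was -0.06. The smallest p-value belonged to an X region from 31717001 to 31781800 that covers 156 bp of Btbd35f25 (ENSMUSG00000095637.1), with 4914 ± 134 CPM in females and 2570 ± 84.6 in males (n = 11 each) and a log2 difference of 0.94 (SE 0.03, edgeR adjusted p = 3.87e-18). Next was an X region from 33960801 to 33991600 that spans Gm21870 (ENSMUSG00000094564.1), at 0.99 (SE 0.03, edgeR adjusted p = 3.81e-17). For H3K36me3, 6 of 45 regions passed after adjustment, all of them among the 13 X regions and higher in females, and DESeq2 gave 9. The other 7 X regions had log2 differences of -0.48 to 0.06. Those assigned to Asmt, near the end of X, were at -0.02 to 0.06. An X region from 32070201 to 32094800, 22372 bp from Btbd35f22 (ENSMUSG00000093857.1), had 21785 ± 1490 CPM in females and 11105 ± 1903 in males (n = 11 each; log2 difference 0.97, SE 0.09, edgeR adjusted p = 1.12e-08). The other was an X region from 31678401 to 31703800, 13356 bp from Btbd35f25, at 0.98 (SE 0.09, edgeR adjusted p = 1.12e-08). Btbd35f genes form a family of similarly named genes, and how reads were assigned among its members was not tested.

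**Figure D3:**
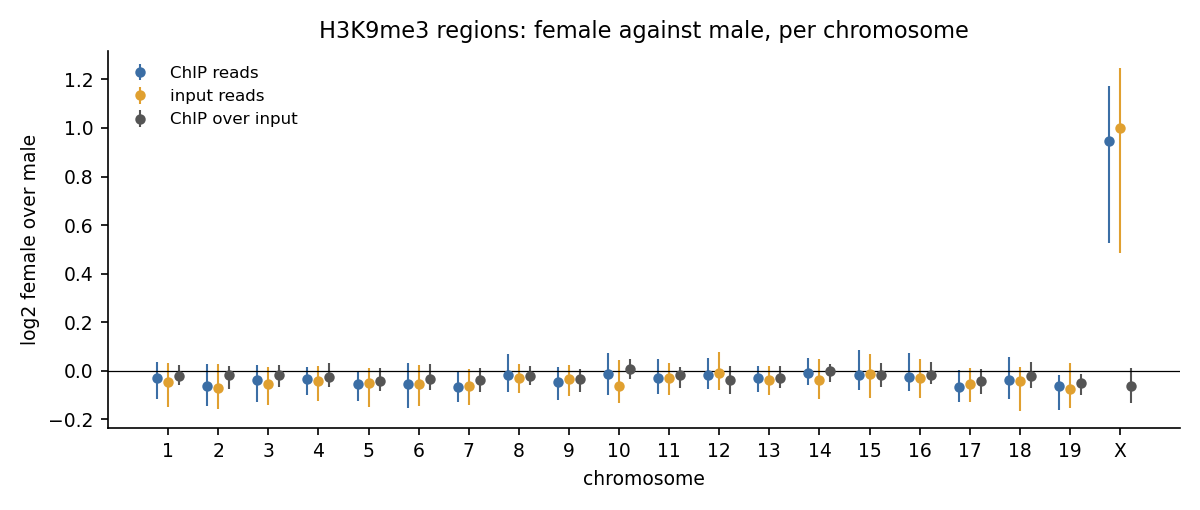
Median log2 ratio of females over males (vertical axis) of the H3K9me3 regions on each chromosome (horizontal axis), for ChIP reads, input reads and ChIP reads over input reads; bars give the quartiles. ChIP reads and input reads are higher in females on X (medians 0.95 and 1.00), while their medians on the other chromosomes lie between -0.09 and 0.02, and their ratio has an X median of -0.06.

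Islands present or absent per library were also compared, by Fisher's exact test per region. For H3K9me3, 210 of 22089 male regions and 303 of 24641 female regions were at an unadjusted p-value of 0.05 or lower, and 84.8% and 94.7% of these had islands in a larger part of the ethanol libraries. For H3K36me3 the numbers were 413 of 18421 in males and 268 of 20835 in females, with 19.6% and 3.36% more often present in ethanol. Random splits gave one-sided shares as well. The share of calls more often present in the group of 6 had a median over splits of 57.9% and 36.7% for H3K9me3 and 34.6% and 41.2% for H3K36me3 (male and female), and 65, 11, 75 and 15 of 100 splits lay at least as far from the median as the real one. No region passed after adjustment, and the smallest adjusted p-values of the 4 Fisher's exact tests lay between 0.611 and 1. Random splits gave as many regions in 37, 24, 10 and 8 of 100 cases, in the same order.

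A list of 9 synaptic genes discussed by the study, among them Cntn5, Glra3, Gria4, Grik2, Grin3a, Grm3 and Kcnh7, was compared by the mean of island reads over the gene body, in log2 of reads per M island reads (RPM) plus 1. The study chose these genes on the same H3K9me3 samples, so the list is not independent evidence. The mean over the list differed between ethanol and water by 0.52 for H3K9me3 in males (n = 6 and 5, exact p = 0.260, adjusted p = 0.519 over 8 tests), with 7 of the 9 genes higher in ethanol. In females it differed by 0.34 (exact p = 0.346, adjusted p = 0.554), with 5 of 9 genes higher. Single libraries carried part of these differences. The male value was 0.23 without male water replicate 4, and the female value was 0.13 without female water replicate 2, 0.19 without female ethanol replicate 1 and 0.52 without female water replicate 5. Over all listed islands the differences were -0.00366 and -0.0365. For H3K36me3 the differences were -0.40 in males (n = 6 and 5, exact p = 0.779) and -0.90 in females (exact p = 0.208), and without male ethanol replicate 6 the male value was 0.27. Single genes gave 41 tests with an island in at least 1 library, and none passed adjustment over all 41. In males, Grik2 (chromosome 10, from 49094833 to 49788766) had 152 ± 35.8 H3K9me3 RPM with ethanol and 95.1 ± 25.3 with water (n = 6 and 5, log2 difference 0.69, exact p = 0.0130, adjusted p = 0.355 over all 41). Adjusted over the list alone its p was 0.0779, and 0 genes passed over the list alone or over all 41 tests.

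The 9 oligodendrocyte genes measured by the study, among them Mbp, Mobp, Mag, Mal, Mog, Pdgfra, Olig1 and Sox10, had no H3K9me3 island in any of the 22 libraries at the island FDR of 0.01. H3K36me3 islands were found in few libraries, at Mbp, Mobp and Sox10 only. The list mean differed by -0.30 in males and -0.27 in females (n = 6 and 5, exact p = 0.121 each, adjusted p = 0.485). Adjusted over the list alone, the smallest p of a single oligodendrocyte gene was 0.242 in females and 1 in males (exact tests), so 0 genes passed.

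The occupancy of both marks in the same pool was compared last. The base-pair Jaccard index, the length shared by the H3K9me3 and H3K36me3 islands of a pool over the length covered by either, was 16.3 ± 10.3% with ethanol and 7.36 ± 1.86% with water in males (n = 6 and 5, exact p = 0.0866). The difference of 8.94 percentage points became 10.9 and 11.5 without male ethanol replicate 5 or 6 (exact p = 0.0476 and 0.0397 without adjustment), and fell to 5.81 without male ethanol replicate 1 (exact p = 0.159). In females it was 10.6 ± 3.96% against 14.2 ± 4.15% (n = 6 and 5, exact p = 0.173). After these values had been seen, the share of H3K36me3 island length inside the H3K9me3 islands of the same pool was compared as well. In males it was 60.4 ± 15.1% with ethanol and 36.9 ± 2.34% with water (n = 6 and 5, exact p = 0.0260, adjusted p = 0.0519 over 4 tests), and 5 of the 6 ethanol pools lay above every water pool. The exception was replicate 5, with 32.3%. In females it was 50.03 ± 15.3% against 44.3 ± 18.1% (n = 6 and 5, exact p = 0.593). The share of H3K36me3 island length in gene bodies was 29.4 ± 13.5% against 50.3 ± 6.67% in males (n = 6 and 5, exact p = 0.0216, adjusted p = 0.0519) and 36.9 ± 9.62% against 43.7 ± 15.01% in females (exact p = 0.416). Without female water replicate 2 the female differences of 5.69 and -6.77 percentage points were -1.32 and -1.59, and without female ethanol replicate 2 they were 0.895 and -3.30. The male differences of 23.5 and -20.9 percentage points were 33.4 and -33.4 at an island FDR of 1e-05, and 8.17 and -7.96 over all listed islands (exact p = 0.0476 and 0.0303 without adjustment). The effects in females and males were not shown to differ (permutation p = 0.202 and 0.237). No gene was nearest to regions at the unadjusted threshold in both marks in either sex with the thresholded H3K36me3 islands, by edgeR or by DESeq2. With H3K36me3 regions from all listed islands, 36 male and 25 female genes were nearest to such regions in both marks. As many genes were shared in 30 of 100 random splits of the male pools and in 42 of 100 of the female pools.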

Values the study reported

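The study reported 691 genes with altered H3K9me3 in males and 1266 in females, of which 289 genes were common to both sexes. It also reported that H3K9me3 and H3K36me3 were both altered at 176 genes in males and at 308 genes in females. In both sexes most H3K9me3 changes were described as increases with ethanol.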

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

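The tests of explanations in this part were chosen only after the results were seen. A library was marked where it lay far from the others of its group by Dixon's test at the 95% level. Of 60 groups examined, 9 had such a library. The rate of about 1 in 20 groups that chance gives does not apply to the oligodendrocyte list, where the 4 H3K9me3 groups are all at 0 and each of the 2 H3K36me3 ethanol groups has 1 library with an island. In its 2 H3K36me3 water groups several libraries have an island and none stood apart. The 52 groups outside this list had 7 such libraries, where chance gives about 2.6, but 3 of these are one H3K9me3 library under related measures and 2 are one H3K36me3 library. No biological explanation was tested for a single library, since the pools of a group differ in nothing the labels name.

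H3K9me3 male ethanol replicate 4 stood apart in 3 measures. It had 62374 islands, against 35438 to 44307 in the other male ethanol libraries. Its islands held 13.05 M ChIP reads, against 4.06 to 6.56 M, and 64.5 reads per kb, against 38.6 to 44.4. A few loci with very dense input reads are argued against, because without islands above 20 times the median input density the value was still 61.1 reads per kb (others 38.4 to 44.2). A larger ChIP library is a candidate explanation: divided by the ratio of ChIP to input library size that the fold values carry, the value was 39.8 reads per kb, next to 33.9 to 38.2 in the others. This library decides the direction of the male H3K9me3 differences in length, reads and reads per kb.

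H3K36me3 male water replicate 3 had 51.8 reads per kb of island, against 35.9 to 38.0 in the other male water libraries. Loci with very dense input reads are a candidate explanation. Without them the value was 33.3 reads per kb, inside the range of the others (26.7 to 37.7), and such loci held 35.7% of its island reads.

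For the synaptic genes, the list mean of H3K36me3 in male ethanol replicate 6 was 0.92 on the log2 scale, against 3.83 to 5.57 in the other male ethanol libraries. That library had 2248 islands at the island FDR of 0.01. Few islands past the threshold may explain the value, since over all listed islands the list mean was 7.53, slightly above the 6.56 to 7.21 of the others. For the oligodendrocyte genes, male ethanol replicate 2 had a list mean of 0.48 and female ethanol replicate 3 a list mean of 0.48, where all others of their groups had 0. Both values rest on 1 island at Mobp. Over all listed islands they were 0.84 (others 0 to 0.65) and 0.90 (others 0 to 0.83), which is consistent with a weak island near the threshold.

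H3K36me3 male ethanol replicate 5 stood apart in where its islands lay. Of its island length, 32.3% was inside H3K9me3 islands of the same pool, against 60.5 to 74.7% in the other male ethanol pools, and 56.02% was in gene bodies, against 20.2 to 28.1%. A swap of labels with a male water pool is argued against, because no water pool lay near the other ethanol pools (highest share inside H3K9me3 islands 39.4%). A single wrong label or a swap with a pool outside this comparison stays open. How many weak islands pass the threshold is a candidate explanation for the overlap, since over all listed islands the library was lowest but no longer far from the others (61.6%, others 68.4 to 82.0%). For gene bodies it is argued against, though narrowly, as the library still stood apart over all listed islands (35.5%, others 20.9 to 26.4%), with a gap of 0.627 of the range that is just past the limit of the test.

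The effect of ethanol on the genome length covered by H3K36me3 islands differed between the sexes by -24.7 Mb (-14.5 Mb in females, 10.2 Mb in males; permutation p = 0.0331, adjusted p = 0.215 over 13 such tests). Against males' water mean, 5 of 6 male ethanol libraries were higher, and 0 of 6 female ethanol libraries were above the female water mean. At an island FDR of 1e-05 the difference was -12.3 Mb (permutation p = 0.0366). Leaving out 1 library at a time gave permutation p-values of 0.00114 to 0.0855. The p-value rose above 0.05 without female water replicate 5, without male ethanol replicate 1, 2 or 4, and without male water replicate 2, 3, 4 or 5. Over all listed islands the difference was -11.6 Mb with a permutation p of 0.444. That value does not separate the explanations, because weak islands add spread as well as length. How many weak islands pass the threshold in a library and a response that differs between sexes therefore cannot be told apart here. The sex difference itself remains untested as a biological explanation.

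The effect of ethanol on the overlap of both marks (Jaccard index) also differed between the sexes, by -12.6 percentage points (-3.63 in females, 8.94 in males; permutation p = 0.0204, adjusted p = 0.215). It stayed at a permutation p of 0.00556 to 0.0397 when each pool was left out in turn, and was 0.0121 at an island FDR of 1e-05. Over all listed islands the permutation p was 0.192. As for the length, the number of weak islands past the threshold and a difference in response between the sexes cannot be told apart, because the index moves with the length called. Neither sex difference passed adjustment.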

How the results depend on the processing

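Centring of input-normalised values, all listed islands for the tests over both sexes or both marks, input-normalised values for tests over both sexes, libraries left out over all listed H3K36me3 islands, regions chosen again without female water replicate 2, and all alternatives for the shares of H3K36me3 island length inside H3K9me3 islands or gene bodies were alternatives chosen only after the results were seen. The other alternatives were planned.

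Of 899 alternative values of 62 results, 756 kept their direction, their side of the threshold and, for counts and shares, their size. This held under every alternative run for 23 results, among them the counts of 0 regions after adjustment in each sex for both marks and the H3K9me3 interaction (edgeR, DESeq2 and limma). Of the 305 values from alternatives other than leaving out a library, 62 moved, 9 reversed, 4 no longer passed an unadjusted 0.05 and 1 newly passed it. Unless the reason is given, the cause was not tested. The share of higher calls has no value where no H3K36me3 region was at the unadjusted threshold.

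With an island FDR of 1e-05 fewer regions could be tested. The H3K9me3 counts at the unadjusted threshold were then 65 (male) and 60 (female, 50% higher), nearest to 63 and 54 genes, with 0 in both sexes. Regions that differ by sex numbered 166 for H3K9me3 and 0 for H3K36me3 (edgeR), and H3K36me3 presence differed at 99 male and 108 female regions. H3K9me3 reads per kb reversed to -0.391 in females and H3K36me3 reads to -0.0821 M in males, while the female H3K36me3 difference of -0.327 M reads passed (exact p = 0.0216). With all listed islands more regions could be tested. H3K9me3 counts were 813 and 1088, with 27 in both sexes, and H3K36me3 counts 431 and 325, with 16 in both sexes and 36 male and 25 female genes in both marks. Regions that differ by sex numbered 957 and 32. The female H3K36me3 length difference was -4.52 Mb (exact p = 0.727) and the island number reversed to 3793. The synaptic list reversed to -0.00366 (male) and -0.0365 (female) for H3K9me3 and to 0.12 for H3K36me3 in males.

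Merged islands found in at least 2 libraries, with absence as 0, gave shares of higher H3K9me3 calls of 81.4% and 98.7%, 0 regions in both sexes, H3K36me3 counts of 101 and 29, 1 H3K36me3 interaction call after adjustment (edgeR), and 5942 and 601 regions that differ by sex. Whole island counts gave 490 male H3K9me3 regions, shares of 49.8% and 45.2%, and 1 female H3K36me3 region. Reads per covered kb gave 514 and 318 H3K9me3 regions (48.6% and 44.7% higher) and 59 and 75 H3K36me3 regions. Reads over input reads gave 765 and 399 H3K9me3 regions (90.8% and 94.5% higher) and 25 and 125 H3K36me3 regions, and with centring 613 and 364 (47.3% higher in females) and 59 and 98. Either way 0 regions of either mark differed by sex after adjustment in limma, because the input carries the X difference too. Without TMM factors the female share was 49.0%. Cyclic loess gave 37 male and 39 female H3K36me3 regions. Presence defined by 50% of a region left 127 and 175 H3K36me3 regions, and gene bodies 34 and 30 H3K9me3 genes, since fewer meet these definitions. DESeq2 took the potassium channel ratio in males from 0 to 1.17.

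Of 594 values with 1 library left out, 527 were unchanged, 47 moved, 14 reversed and 6 newly passed an unadjusted 0.05. The male H3K9me3 count ranged from 249 to 400 and the share of higher calls from 50.7% (without ethanol replicate 4) to 69.6% (without water replicate 1). Female counts ranged from 160 to 302 and shares from 52.9% to 66.6%, both highest without water replicate 3, and the count was 439 with regions chosen again without water replicate 2. Female H3K36me3 counts were 0 to 1 (without water replicate 1). Male H3K9me3 differences were 461.4 to 5849 islands (lowest without ethanol replicate 4), -2.77 to 16.7 Mb, -0.432 to 1.36 M reads and -2.15 to 3.02 reads per kb, the last 3 negative without ethanol replicate 4 alone. In females they were 4019 to 14588 islands (exact p = 0.0286 without water replicate 5), 6.92 to 39.8 Mb, 0.378 to 1.76 M reads (lowest without water replicate 2 in all 3) and -0.351 to 1.52 reads per kb, negative without water replicate 1 or 4. Male H3K36me3 differences were -3153 to 2108 islands (reversed without ethanol replicate 6, at 830.2, or water replicate 1), 5.02 to 17.2 Mb (exact p = 0.0476 without ethanol replicate 6), and -0.106 to 0.250 M reads (reversed without ethanol replicate 1 at -0.00717 or 2 at -0.0742, or water replicate 4 or 5 at -0.00653). Female H3K36me3 differences were -16.6 to -12.1 Mb, -0.504 to -0.313 M reads (exact p = 0.0286 without water replicate 4, and 0.0317 without ethanol replicate 2) and -0.109 to 2.16 reads per kb (reversed without water replicate 1). The male Jaccard difference was 5.81 to 11.5 points (exact p = 0.0476 without ethanol replicate 5 and 0.0397 without 6), the female difference in the share of H3K36me3 island length inside H3K9me3 islands -1.32 to 9.94 points (reversed without water replicate 2), the male one 20.6 to 29.1 points, the share in gene bodies -10.5 to -1.59 points in females (nearest 0 without water replicate 2) and -26.2 to -19.02 in males, the synaptic H3K9me3 difference 0.23 to 0.77 in males and 0.13 to 0.52 in females, and the male synaptic H3K36me3 difference -0.66 to 0.27 (reversed without ethanol replicate 6). Unequal presence was found at 342 to 520 (male) and 477 to 1083 (female) H3K9me3 regions and 453 to 1208 and 401 to 804 H3K36me3 regions. These lie above the counts from all libraries, because other tables reach the threshold of Fisher's exact test with 10 libraries.

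With the replicate number as a replicate block, 38 of 44 values were unchanged, with 234 male and 165 female H3K9me3 regions at the unadjusted threshold and 0 after adjustment (edgeR). The block moved the male share of higher H3K9me3 calls to 49.1%. It gave differences of 830.2 male H3K36me3 islands and 0.27 for the male synaptic H3K36me3 list, since ethanol replicate 6 has no water partner and drops out. The female H3K36me3 length difference was -14.0 Mb, with the smallest exact p that 5 pairs allow (0.0625). The male shares of H3K36me3 island length differed by 21.02 points inside H3K9me3 islands and -19.8 points in gene bodies (exact p = 0.125 each), no longer past 0.05. It changed no other call. The numbers did not pair the pools: deviations of pools with the same number correlated at -0.0509 to 0.0683 for H3K9me3 and -0.117 to 0.0722 for H3K36me3, and 0 pairs lay over 0.1, so they share a number alone.

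Depth and the number of pools limit what these counts can show. In simulated data, 77.5% of 2-fold H3K9me3 interactions were recovered, 1.5-fold changes within a sex in 44.0% (male) and 41.0% (female) of cases, and none of the smallest. No island could be lost in these simulations, so recovery in the data may be lower. With thresholded H3K36me3 islands a 4-fold change was recovered in 0 male and 1 female of 200 regions each.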

Other observations

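The tests of explanations in this part, the counts of random splits included, were chosen only after the results were seen, except the test of the shared input or carry-over, which was chosen before its result was seen.

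The male H3K9me3 regions at the unadjusted threshold were nearest to 254 genes. That is lower than the number quoted from the study above. For females the number was 179 genes. That is lower than the number quoted from the study above. Genes common to both sexes numbered 31. That is also lower than the quoted number. With H3K36me3 regions from all listed islands, 36 male and 25 female genes were altered in both marks, and 0 with thresholded H3K36me3 islands. These numbers are lower than those quoted from the study above. The cause was not tested. The regions here need an island in all 11 libraries of a sex, and reads outside islands were not analysed. The H3K9me3 gene numbers rest on islands past the threshold, and over all listed islands more regions were called. Among regions tested in both sexes, 641 were then called in males and 955 in females, against 98 and 130 with thresholded islands.

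Random splits of the same libraries were used to ask whether chance can be excluded for each result. For the number of H3K9me3 regions at the unadjusted threshold, 92 (male) and 34 (female) of 100 splits gave as many, and for the share of higher calls 33 and 13 of 100 gave as large a share, so chance cannot be excluded for either. It cannot be excluded for the 254 and 179 nearest genes (97 and 33 of 100), for the H3K9me3 interaction (71 of 100), for the H3K36me3 interaction (66 of 100), for the unequal presence of islands (37 and 24 of 100 for H3K9me3, 10 and 8 for H3K36me3 in males and females), for the one-sidedness of that presence (65 and 11 of 100 for H3K9me3, 75 and 15 for H3K36me3) or for the 10 H3K9me3 regions shared by both sexes (8 of 100). Counts of 0 are matched by all 100 splits by construction. This holds for calls after adjustment in each sex and in the interaction, for H3K36me3 with thresholded islands, for genes in both marks with those islands, and for each gene family except glutamate receptors in males. For the 36 male and 25 female genes in both marks with all listed H3K36me3 islands, 30 and 42 of 100 splits gave as many. The regions that differ between the sexes were matched by 1 of 100 splits for H3K9me3 and 1 of 100 for H3K36me3, which is the real split itself, so chance is excluded there.

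In 2 cases few splits matched a treatment result. The share of glutamate receptor genes among the male genes (3 of 254) was matched in 2 of 100 splits. Splits were compared by share, and 97 of 100 had at least 254 genes. A split with 3 such genes in a longer list was therefore not a match. The Fisher's exact test gave an adjusted p of 0.302 (0.0562 to 0.670 over DESeq2 and the matched background). The 431 male H3K36me3 regions over all listed islands were matched in 4 of 100 splits. The female count was matched in 44 of 100, and the shares of higher calls in 93 and 79. Of 5760 regions tested in both sexes over all listed islands, 16 were called in both, where independent calls would give 12.4, and 2 of these had the same direction in both sexes. As many shared calls arose in 6 of 100 pairs of splits. The median fold of male H3K36me3 islands past the threshold differed between treatments by -0.10 on the log2 scale (n = 6 and 5, exact p = 0.281). For the median log2 fold of tested regions the difference was -0.02 (exact p = 0.797). A shift of overall enrichment was therefore not shown and is not excluded. Other technical explanations of the male count were not tested, and an effect of ethanol remains a hypothesis with 0 calls after adjustment in edgeR.

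Differences in H3K9me3 ChIP reads between treatments followed differences in input reads of the same regions. Across regions, which are not independent replicates, the log2 fold changes of ChIP and input reads correlated at r = 0.757 in males and 0.794 in females (Spearman's rho 0.695 and 0.733). Input reads tested alone gave 315 male and 232 female regions at the unadjusted threshold and 0 after adjustment in edgeR. Of the 281 male and 199 female ChIP calls, 81 (28.8%) and 75 (37.7%) were also called in input in the same direction, and 22 (7.83%) and 18 (9.05%) were also called in the input-normalised, centred values. The fold changes of ChIP reads followed the covered length too (r = 0.824 and 0.839), as did those of input reads (r = 0.742 and 0.774). Only reads inside islands are counted for both. Unequal covered length as the whole cause is argued against. In the 135 male and 589 female regions fully covered in each library, the correlation with input remained at 0.553 and 0.465. What remains may be variation of the input libraries, or of chromatin copy number or mappability among pools, and these were not tested.

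When reads were divided by input reads, most H3K9me3 calls were higher in ethanol (90.8% of 765 in males and 94.5% of 399 in females), with 0 after adjustment in limma. A difference in overall enrichment between libraries could produce this. The median log2 fold of the tested regions was higher in ethanol by 0.06 in males and 0.08 in females (n = 6 and 5, exact p = 0.273 and 0.299), so neither that difference nor an effect of ethanol on many regions at once can be excluded. They cannot be told apart, because centring each library removes both.

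H3K9me3 female water replicate 2 had 12804 islands, the fewest of the 22 H3K9me3 libraries. A small ChIP library cannot be excluded. Its ratio of ChIP to input library size was 1.30, above the 0.965 to 1.24 of the other female libraries, but a small input raises this ratio too. All its listed islands held 5.89 M ChIP and 4.468 M input reads, the fewest of the female H3K9me3 libraries. Female water replicate 4 was close, at 5.93 and 4.473 M. A weak precipitation is a candidate explanation: mitochondrial reads, which carry no histones, were retained at a ChIP over input ratio of 0.408, against 0.0454 to 0.169 in the other female libraries. Across the 11 female libraries, this ratio and the median fold of islands correlated at r = -0.866 (permutation p = 0.00189, adjusted p = 0.0151 over 8 relations; Spearman's rho -0.609, permutation p = 0.0519). Without the 2 farthest libraries r was -0.355, so the relation rests on those. In males r was -0.552 (permutation p = 0.0793, adjusted p = 0.175; Spearman's rho -0.409, permutation p = 0.214), and -0.769 without the 2 farthest. When the regions were chosen again without this library, 439 of 15052 female regions were at the unadjusted threshold (60.4% higher in ethanol) and 0 passed after adjustment in edgeR.

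Regions on X were higher in females after adjustment (edgeR) at 344 of the 430 tested for H3K9me3 and 6 of the 13 tested for H3K36me3. The number of X chromosomes is a candidate explanation for these regions. The other 7 H3K36me3 regions on X did not pass. A region assigned to Cldn34d was at -0.48 on the log2 scale. The rest were assigned to Asmt, near the end of X (170730801 to 170868400), at -0.02 to 0.06. How many copies males carry there was not established here, so these values do not argue against that explanation. For H3K9me3, the median log2 difference of input reads in the X regions was 1.00, next to 0.95 for ChIP reads. For H3K36me3, input reads gave 6 regions after adjustment, as many as ChIP reads. With ChIP reads over input reads, 0 regions of either mark passed. A difference in H3K9me3 per X chromosome was not detected.

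A large part of the H3K36me3 island length lay inside H3K9me3 islands of the same pool, 49.7 ± 16.3% in males and 47.4 ± 16% in females (SD, n = 11 each), with a range of 16.3 to 74.7% over pools. H3K9me3 islands covered 1.67 to 7.43% of the genome. These marks are usually found in different parts of the genome, and both marks share an input library in each pool. The shared input, or carry-over between both precipitations, predicts more overlap within a pool than between pools. After adjustment for both libraries the own pool was higher than other pools by 2.39 percentage points in males (permutation p = 3e-05). In females it was higher by 3.85 (permutation p = 1e-05, the smallest that 100000 resamples can give). Without this adjustment, the own pool lay above the mean of the other pools in 9 of 11 pools of each sex. Against pools of the same treatment only, the excess was 2.13 (permutation p = 0.0007) and 4.12 (permutation p = 3e-05). Such a contribution is consistent with these values. Its size is not set by them: the share inside H3K9me3 islands of other pools was 47.3% in males and 43.6% in females, but carry-over would reach those islands too where pools share them, so carry-over as the larger part cannot be told apart from a true overlap. Weak enrichment of H3K36me3 was examined through the median fold of islands. It correlated with the share at r = -0.325 in males (permutation p = 0.347; Spearman's rho -0.245, permutation p = 0.468) and at r = -0.728 in females (permutation p = 0.0113, adjusted p = 0.0454; Spearman's rho -0.773, permutation p = 0.00729). Without the 2 farthest libraries r was -0.163 and -0.494. The male value mixes treatments whose shares differ. Within the 6 ethanol pools r was -0.22 in males (exact permutation p = 0.731; Spearman's rho 0.31, exact p = 0.564) and -0.81 in females (exact p = 0.0611, adjusted p = 0.122; Spearman's rho -0.77, exact p = 0.103). Without the 2 farthest of these r was 0.06 and -0.56. The relation was not tested within the 5 water pools of a sex. Within each library, H3K36me3 islands overlapping H3K9me3 islands had a lower median fold than those apart. The means were 1.54 against 1.80 in males and 1.51 against 1.79 in females (n = 11 each). The overlapping islands lay less in gene bodies (19.9 against 59.5% in males, 18.5 against 64.5% in females). The lower fold goes with weak enrichment but does not exclude carry-over or a true overlap. Weak enrichment therefore cannot be told apart from other explanations with 11 libraries per sex. Repeats with dense reads in all libraries were not tested.

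In males this share differed between treatments, 60.4 ± 15.1% with ethanol and 36.9 ± 2.34% with water (n = 6 and 5, exact p = 0.0260, adjusted p = 0.0519). More H3K9me3 islands in ethanol pools as the whole cause is argued against. Inside a fixed set of H3K9me3 positions, those covered in at least 11 of the 22 libraries, the difference was 25.8 percentage points (exact p = 0.0260; -0.392 in females, exact p = 0.965). The number of weak islands past the threshold cannot be excluded as a cause. The difference was 33.4 points at an island FDR of 1e-05 (exact p = 0.0216). A stricter threshold does not decide this, because which islands pass it still depends on the enrichment and depth of each library. Without a threshold, over all listed islands, the difference shrank to 8.17 (exact p = 0.0476). Weaker enrichment of H3K36me3 in ethanol libraries was not shown but stays open. The median log2 fold of islands past the threshold differed by -0.10 between ethanol and water (n = 6 and 5, exact p = 0.281). That of tested regions differed by -0.02 (exact p = 0.797). Both were within the spread of libraries, so weaker enrichment cannot be told apart from an effect of ethanol. Carry-over of different size in different pools was not tested. An effect of ethanol on where H3K36me3 lies in males may be one explanation, and it is a hypothesis from an unplanned comparison that did not pass adjustment and was not shown to differ from females.

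Mbp was noticed among the oligodendrocyte genes after its values were seen. An H3K36me3 island lay at Mbp (chromosome 18, from 82475146 to 82585637) in 0 of 12 ethanol libraries and 5 of 10 water libraries (3 female and 2 male; Fisher's exact p = 0.00957). Chosen as the most uneven gene of its list, it is a hypothesis. At an island FDR of 1e-05 there was 1 such library (0 of 12 against 1 of 10, Fisher's exact p = 0.455). Over all listed islands the numbers were 5 of 12 and 7 of 10 (Fisher's exact p = 0.231). Weak islands missed in ethanol libraries may explain the difference, but with so few reads this cannot be told apart from a lower H3K36me3 level with ethanol.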
